A study of Homo sapiens with 2 samples.

How the data were processed

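Single-cell 3′ RNA libraries of 2 human triple-negative breast cancer cell lines, MDAMB468 and CAL51, were analysed, with 1 library per line. Per the labels' protocols the libraries were made with Drop-seq, in which single cells are lysed in oil droplets together with a bead whose primers carry a cell barcode and a unique molecular identifier (UMI). Per the labels, the first read held the barcode and the UMI and the second read held the transcript. The deposited matrix holds whole-number UMI counts per gene and barcode, for 30796 genes and 1683 barcodes, with no normalisation by the authors visible in the values. The aligner, the counting tool, the genome build, the annotation and any barcode selection by the authors are not given in the sources used here. The lowest total of any deposited barcode was 2501 UMIs, so barcodes below that total were not analysed here. Because 1 UMI is counted once however often it was amplified, the counts are counts of molecules, apart from errors in the UMI or barcode sequence.

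Each deposited barcode name starts with its cell line, which assigned every barcode to its library. The deposited genes are Ensembl identifiers. Symbols came from a table of gene names, which held 30730 of the identifiers. Positions and gene types came from GENCODE release 29 on GRCh38, matched by identifier, with 29416 found. Only 3 identifiers were in neither source. The positions are those of this annotation, since the authors' build is not given in the sources used here. How reads were divided between pseudogenes, close paralogs and overlapping genes, and whether the counting used the strand, is likewise not given, so the values of such genes are uncertain.

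The design, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. Barcodes were to be kept with at least 500 UMIs, at least 250 detected genes and at most 25% of UMIs on mitochondrial genes. This filter removed 0 barcodes. UMI counts were summed over all barcodes of a line and expressed as CPM, counts scaled to the same total of UMIs in each line. Line differences are log2 of CPM + 1 for MDAMB468 minus the same for CAL51, a scale that understates the difference of genes with few counts. With 1 library per line no test across samples was possible and no p-value was computed. Sums of counts carry exact 95% Poisson intervals, folds carry exact intervals conditional on the total count, and shares of barcodes or UMIs carry exact Clopper-Pearson intervals. All of these cover counting error only and contain no variation between cultures or library preparations. A gene with 0 UMIs in a line is given a bound computed against a floor of 3 counts in that library.

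A gene list was described by its median log2 difference and by the percentile of that median among 10000 random lists of the same size, matched on mean CPM in 20 bins. A list was said to stand apart below percentile 2.5 or above 97.5. The 11 lists covered epithelial genes, basal and secretory keratinocyte genes, mesenchymal genes, S phase, G2 and M phase, the stress response, and neighbours of EGFR, RB1 and SMAD4, and some others; the results of those others, and of some named genes, are not reported here. Of their members, 1 EGFR neighbour and 1 RB1 neighbour had no entry in the files. Named genes are the 8 highest and the 8 lowest log2 differences among genes with a symbol, at least 100 UMIs in the higher line and the same sign in every setting tried, without mitochondrial, ribosomal protein, dotted and antisense symbols. A further 18 genes had been fixed whatever their values. The member of each list with the highest and the member with the lowest difference, among members with at least 20 UMIs, complete the 51 named genes. Any other gene in the text was picked out after its values were seen.

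Clustering used scanpy 1.11.5 on counts normalised to 10000 per barcode and log-transformed, with 2000 variable genes, 30 principal components, 15 nearest neighbours and the Leiden method (leidenalg 0.10.2) at resolution 0.5. Clusters are referred to by number. Cell cycle phases were called by scanpy from the S phase and the G2 and M phase lists after thinning every barcode to 1000 UMIs, which all barcodes reached. Detected genes and Fano factors (variance over mean) came from the same thinned counts. Doublets were sought with scrublet as implemented in scanpy at an expected rate of 0.05. No doublet was called, so none was removed, and undetected doublets remain in the data. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used, with R 4.3.3 and edgeR 4.0.16 for the TMM factors alone.

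Barcode sequences of 12 bases were compared within and between the libraries after the data had been seen. A shared barcode is a sequence present in both libraries. A satellite barcode differs by 1 base from a barcode of the same line with at least 5 times its UMIs. Chance was gauged by drawing barcodes from the base composition of each library, 1000 times for shared sequences and 100 times for satellites. The best match of a barcode among the deep barcodes of a line, those with at least 40000 UMIs, was the one with the highest multinomial likelihood over genes with at least 100 UMIs in those deep barcodes, with the deeper neighbours of satellites added as candidates for satellites, and each profile being smoothed with 1000 counts of their pooled profile. The main values keep all barcodes under their deposited label, and alternatives leave out shared or satellite barcodes.

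Other alternatives changed the pseudocount to 10 or 0.1 CPM, the scaling to TMM, median of ratios or a total without mitochondrial and ribosomal protein genes, and the sum to a mean of the CPM of single cells. Stricter barcode filters, other clustering settings, other thinning depths and another doublet rate were also run. The gene and list calculations were tested on simulated counts drawn from the means and totals of these 2 libraries over 30796 genes. All 200 genes given a known change for the comparison of MDAMB468 with CAL51 had the right direction, with a median absolute error of 0.061 on the log2 scale, and 195 true folds lay inside the 95% interval. Of 100 unchanged lists, drawn at random from the same genes, 3 fell outside the percentile limits. The changed genes all had at least 100 expected UMIs in the smaller library, and the counts carried sampling noise alone. Their changes were also far smaller than those of the genes named at the extremes. The check therefore does not cover genes near 0 in a line, very large folds or variation between cultures.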

Results

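Single-cell transcriptomes of the triple-negative breast cancer lines MDAMB468 and CAL51 were compared to describe how gene expression differs between them and between cells of each line. Each line was represented by 1 Drop-seq library, so no difference below has a replicate check, and all intervals are 95% intervals that cover counting error only. The MDAMB468 library held 306 barcodes with 5501900 UMIs in total. Its barcodes had a median of 10016.5 UMIs (quartiles 4062 and 22749.8, range 2501 to 134213) and a median of 3249.5 detected genes. The CAL51 library held 1377 barcodes with 16358684 UMIs. Its barcodes had a median of 8463 UMIs (quartiles 5403 and 13987, range 2505 to 113702) and a median of 3234 detected genes. The median share of UMIs on mitochondrial genes was 6.04% in MDAMB468 and 4.28% in CAL51, and the highest share of any barcode was 13.4%. The median depth of MDAMB468 moved most, to 14828.5 UMIs over 242 barcodes, when satellite barcodes, each 1 base from a barcode of the same line with at least 5 times its UMIs, were left out together with barcodes shared by both libraries.

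Sequence comparison showed that 64 of the 306 MDAMB468 barcodes (20.9%, interval 16.5% to 25.9%) and 7 of the 1377 CAL51 barcodes (0.508%, interval 0.205% to 1.04%) were such satellites. A further 31 barcode sequences occurred in both libraries. The 31 CAL51-labelled barcodes with these sequences held 135240 UMIs, 0.827% of all CAL51 UMIs, and their totals were 5.36% to 7.66% of the totals of the MDAMB468 barcodes with the same sequence. They are called shared barcodes below.

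**Figure D1:**
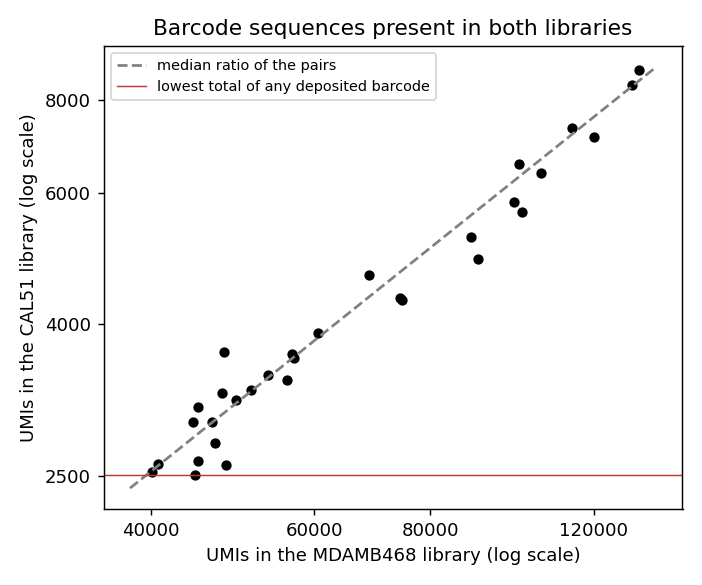
Total UMIs of the 31 barcode sequences found in both libraries, with the MDAMB468 total on the horizontal axis and the CAL51 total on the vertical axis, both on log scales; each point is 1 sequence, the dashed line is the median ratio of 6.33% and the horizontal line marks 2501 UMIs, the lowest total of any deposited barcode. The MDAMB468 totals run from 40128 to 134213 UMIs and the CAL51 totals from 2505 to 8772.

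The barcodes separated by line. Clustering of all 1683 barcodes gave 7 clusters, numbered from 0. Cluster 0 held 251 MDAMB468 barcodes and 1 CAL51 barcode, which was a shared one. Cluster 1 held 55 MDAMB468 barcodes, all of them satellites, with a median of 3146 UMIs. The remaining CAL51 barcodes formed clusters 2 to 5, with 485, 429, 174 and 258 barcodes, and cluster 6 with 30 barcodes, all of them shared. Thus 0 of 306 MDAMB468 barcodes (upper limit 1.20%) and 1 of 1377 CAL51 barcodes (0.0726%, interval 0.00184% to 0.404%) lay in a cluster led by the other line. The latter share moved most, to 31 of 1377 barcodes (2.25%, interval 1.53% to 3.18%), at a Leiden resolution of 0.2, with 10 principal components, without cell cycle, mitochondrial and ribosomal protein genes, or after thinning to 1000 UMIs, and in each case these were the 31 shared barcodes. Among the CAL51 clusters, cluster 2 was led by genes including COL3A1, COL2A1 and NTS, cluster 3 by genes including APOC1 and APOE, cluster 4 by mitotic genes including PLK1, CENPE and AURKA, and cluster 5 by genes including ADAMTS8, PTGDS and COL1A2. These genes define the clusters and are not separate results. Some rest on few counts, such as COL3A1 with 62 UMIs in cluster 2, while APOC1 had 3696 UMIs in cluster 3. At resolution 0.2, and after thinning to 1000 UMIs, the 1346 CAL51 barcodes that were not shared formed a single cluster. The division of CAL51 into clusters 2 to 5 therefore depends on the setting.

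**Figure D2:**
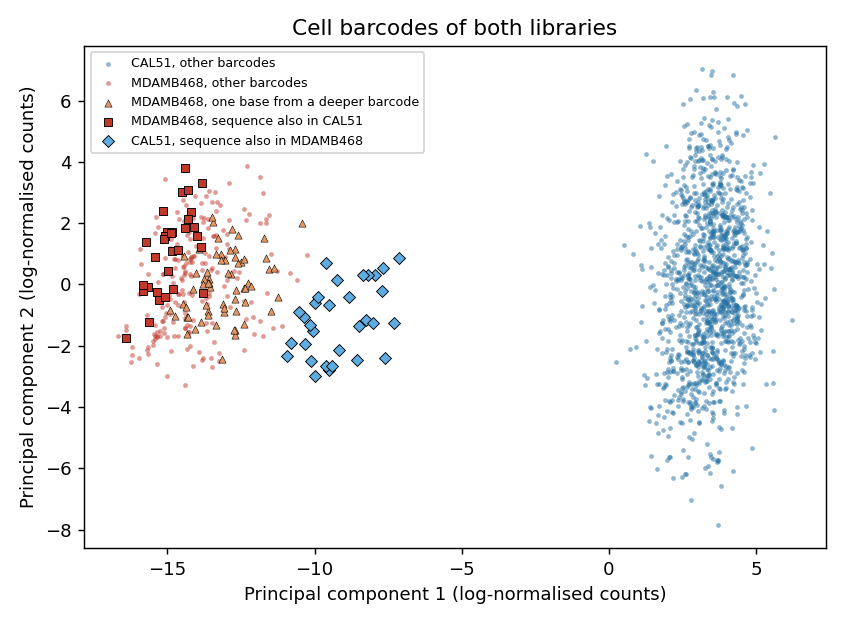
Principal components 1 and 2 of log-normalised counts for the 1683 barcodes, each point being 1 barcode, with line and barcode class shown by colour and shape. CAL51 barcodes whose sequence also occurs in MDAMB468 (31 diamonds) lie apart from the other CAL51 barcodes, towards the MDAMB468 barcodes.

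No barcode was called a doublet at an expected rate of 0.05 with both libraries scored together. The binomial upper limits were 1.20% for MDAMB468 and 0.268% for CAL51. They bound the share of barcodes called and not the share of doublets, since doublets that the method misses are not counted. Scoring each line by itself moved the calls most, to 3 of 306 MDAMB468 barcodes (0.98%, interval 0.203% to 2.84%) and 0 CAL51 barcodes. The score cut-off for MDAMB468 was then 0.168, against 0.311 with both libraries together. RNA of each line was also sought in the other library. The 20 genes most specific to MDAMB468 stood in the CAL51 library at 0.625% of their own level (interval 0.577% to 0.677%), with 619 UMIs, of which 523 (84.5%) were in the 31 shared barcodes. The 20 genes most specific to CAL51 stood in the MDAMB468 library at 0.0595% of their own level (interval 0.0435% to 0.0793%), with 46 UMIs. Genes specific to a line were picked from the same counts, which favours genes low in the other library. Both levels may therefore be too low, and their intervals do not cover this selection.

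Per gene, the median log2 difference over the 15363 genes with at least 20 UMIs was -0.12. Other scalings shifted this median by -0.13 (TMM), by -0.14 (median of ratios) and by 0.10 (total without mitochondrial and ribosomal protein genes), so differences of this size carry no direction. The pseudocount moved the log2 differences of the most named genes; that of GPC3 ran from -12.69 at 0.1 CPM to -6.07 at 10 CPM. That of KRT7 moved most without shared barcodes, from 6.99 to 9.90.

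GSTP1 (ENSG00000084207; GRCh38, chromosome 11, 67583595 to 67586656) had the lowest log2 difference, -10.96. It had 9 UMIs in MDAMB468 (1.64 CPM, interval 0.748 to 3.11) and 85700 in CAL51 (5239 CPM, interval 5204 to 5274), and was 3203-fold higher in CAL51 (interval 1687 to 7004). PDPN (ENSG00000162493; chromosome 1, 13583465 to 13617957) had 2 and 19405 UMIs, a ratio of 3263 with an interval of 903 to 26947.5. VCAN had 3 and 15715 UMIs (ratio 1762, interval 603 to 8544) and MSX1 had 3 and 12547 UMIs (ratio 1407, interval 481 to 6822). TCEAL9 had 1 and 8262 UMIs, with a ratio of 2779 and an interval of 499 to 109768. The remaining genes of this group had 0 UMIs in MDAMB468. Against the floor of 3 counts, GPC3 (ENSG00000147257; chromosome X, 133535745 to 133985895; 10829 UMIs in CAL51) was at least 1214-fold higher in CAL51, BEX3 (9568 UMIs) at least 1073-fold and APOC1 (6395 UMIs) at least 717-fold.

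For the 8 genes with the highest differences, the CAL51 value rested almost wholly on the shared barcodes. KRT7 (ENSG00000135480; chromosome 12, 52232520 to 52252186) had 5243 UMIs in MDAMB468 (953 CPM, interval 927 to 979) and 106 in CAL51 (6.48 CPM, interval 5.31 to 7.84), a log2 difference of 6.99. All 106 of these UMIs were in shared barcodes, and without those barcodes KRT7 was, against the floor of 3 counts, at least 5153-fold higher in MDAMB468. KRT5 (ENSG00000186081; chromosome 12, 52514575 to 52520687; log2 difference 6.88) had 2224 and 40 UMIs, all 40 in shared barcodes, with a bound of at least 2186-fold without them. AARD (7.17) had 2625 and 38 UMIs, all 38 shared. AZGP1 (ENSG00000160862; chromosome 7, 99966720 to 99976157; 7.26) had 2687 and 36 UMIs, 34 of them shared. FXYD3 (7.26) had 944 and 2 UMIs, both shared, and its ratio over all barcodes was 1403 with an interval of 387 to 11605. H1-1 (6.86), a histone gene of a family with similar members, had 1372 and 19 UMIs, 17 of them shared. PI3 (6.74) had 944 and 10 UMIs and IL22RA2 (6.68) had 661 and 3 UMIs, all of the CAL51 UMIs being shared; the ratio of IL22RA2 was 655 with an interval of 223 to 3185.

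**Figure D3:**
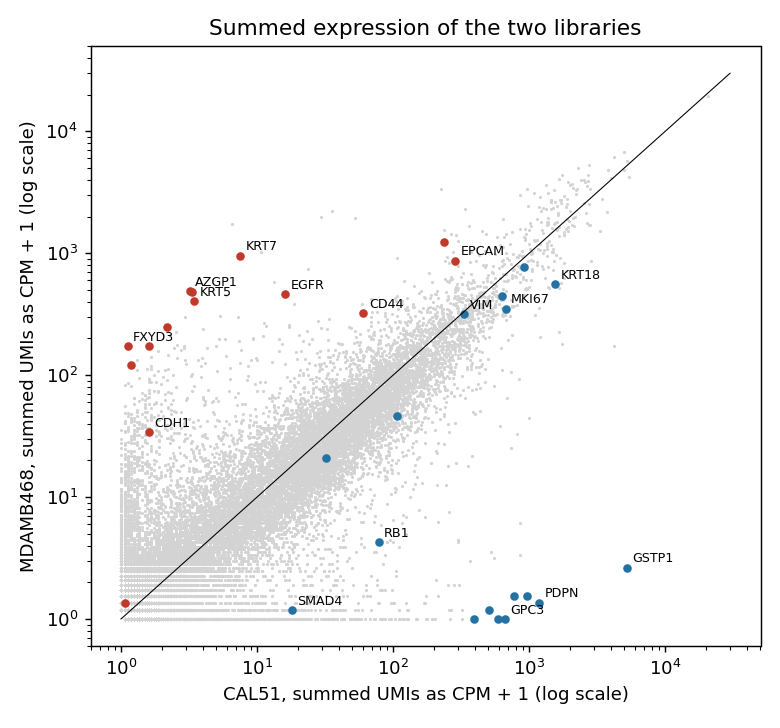
Summed expression of each gene as CPM + 1 on log scales, CAL51 on the horizontal axis and MDAMB468 on the vertical axis, with 1 point per gene, the line of equality, and named genes in red where higher in MDAMB468 and blue where lower. GSTP1 lies at 5239 CPM in CAL51 against 1.64 in MDAMB468, and KRT7 at 953 CPM in MDAMB468 against 6.48 in CAL51; VIM lies near the line and its sign changes with the scaling.

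Among the genes fixed in advance, EGFR (ENSG00000146648; chromosome 7, 55019021 to 55211628) had 2524 UMIs in MDAMB468 (459 CPM, interval 441 to 477) and 246 in CAL51 (15.04 CPM, interval 13.2 to 17.0). It was 30.5-fold higher in MDAMB468 (interval 26.8 to 34.9), and 38.0-fold higher (interval 32.8 to 44.1) when the shared barcodes, with 50 of the 246 UMIs, were left out. RB1 (ENSG00000139687; chromosome 13, 48303726 to 48599436) had 18 UMIs in MDAMB468 (3.27 CPM, interval 1.94 to 5.17) and 1268 in CAL51 (77.5 CPM, interval 73.3 to 81.9), 23.7-fold higher in CAL51 (interval 14.9 to 40.1). SMAD4 (ENSG00000141646; chromosome 18, 51028394 to 51085045) had 1 and 280 UMIs, a ratio of 94.2 with an interval of 16.8 to 3733. CDH1 had 182 and 10 UMIs, 54.1-fold higher in MDAMB468 (interval 28.8 to 115), with 3 of the 10 in shared barcodes.

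Log2 differences were positive for EPCAM (1.59), CD44 (2.41) and CD24 (2.39), and negative for KRT18 (-1.48), MDM2 (-1.21), MKI67 (-0.94), CDKN1A (-0.62) and TOP2A (-0.50). Each of these signs was the same in every setting run, also relative to the median of all genes. KRT8 was lower in MDAMB468 by its log2 difference of -0.26, but only -0.14 relative to the median of all genes, a size that the choice of scaling reaches. VIM was at 316 CPM in MDAMB468 (interval 301 to 331) and 332 CPM in CAL51 (interval 323 to 341); its log2 difference of -0.07 ran from -0.23 to 0.14 over the settings, and no direction is given. XIST had 2 and 1 UMIs, at or under the floor in both lines. KRT8, KRT18 and CD24 have processed pseudogenes, and KRT8 and KRT18 overlap on opposite strands, so their counts depend on how the authors assigned such reads.

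Gene lists fixed in advance were set against random lists of matched expression. The extremes named for each list are those of the log2 difference of CPM + 1 among members with at least 20 UMIs. The epithelial list (21 genes) had a median log2 difference of 4.40, at percentile 100 (95% of random lists between -0.63 and 0.30), with 18 members higher in MDAMB468. Its extremes were KRT7 and KRT18. All 15 genes of the basal and secretory keratinocyte list were higher in MDAMB468, KRT6A on 1 UMI against 0, with a median of 5.45 at percentile 100 (random lists -0.65 to 0.35), and a median of 5.37 with the member at 0 set to the floor. On the log2 scale of CPM + 1, KRT5 had its largest difference and KRT14 (4.08), a gene with close paralogs, the smallest among members with at least 20 UMIs. KRT14 had 93 and 1 UMIs (ratio 277, interval 48.4 to 11038; the CAL51 UMI was in a shared barcode), and the counts do not order the ratios of KRT14 and KRT5. The mesenchymal list (20 genes) did not stand apart. Its median was -0.38 at percentile 5.7 (random lists -0.48 to 0.36), which became -0.21 with 3 members at the floor, and its mean was -1.07, while its summed expression was higher in MDAMB468 (2837 CPM against 1654), a gap that LGALS1, picked out after its values were seen, made up nearly alone (1446 CPM against 263). Its members ran from COL4A1 (2 and 2804 UMIs; ratio 472 in favour of CAL51, interval 130.4 to 3896) to TGFBI (71 and 1 UMIs; ratio 211 in favour of MDAMB468, interval 36.7 to 8454; the CAL51 UMI was in a shared barcode). Its percentile moved most, to 22.2, with a pseudocount of 10 CPM.

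The stress response list (16 genes) was higher in MDAMB468, with a median of 1.30 at percentile 100 (random lists -0.67 to 0.34) and 12 members higher. It ran from DDIT3 (-0.87) to HSPA1A (5.02; 271 and 9 UMIs, 4 of the 9 in shared barcodes), which has a near-identical neighbour, HSPA1B, so that its own count is uncertain. The S phase list (42 genes) had a median of -0.64 at percentile 0.25 (random lists -0.50 to 0.15) and summed expression of 4427 CPM in MDAMB468 against 6223 in CAL51, with extremes DSCC1 (0.71) and MCM2 (-2.11). The G2 and M phase list (52 genes) had a median of -0.42 at percentile 3.47 (random lists -0.45 to 0.12) and summed expression of 9027 CPM against 11684, with extremes NDC80 (0.58) and CBX5 (-1.53). It did not stand apart, and passed the lower limit only with a pseudocount of 10 CPM, at percentile 2.41.

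Neighbours of the fixed tumour genes were also compared. The 12 detected genes around EGFR on chromosome 7 had a median log2 difference of 1.81 at percentile 100 (random lists -0.68 to 0.46), and 11 of them were higher in MDAMB468. LANCL2 (1412 and 266 UMIs, 15.8-fold higher in MDAMB468, interval 13.8 to 18.1) was highest and NIPSNAP2 (3082 and 4839 UMIs, 1.89-fold, interval 1.81 to 1.98) lowest among members with at least 20 UMIs. SEC61G (18440 and 3663 UMIs) had nearly the same log2 difference as LANCL2 (3.898 against 3.900), and the counts do not order these genes. The RB1 list of 7 detected genes, RB1 included, had a median of -2.14 at percentile 0 (random lists -0.81 to 0.54), and MED4 had its highest value among such members, -1.10. The SMAD4 list of 5 genes, SMAD4 included, had a median of -0.80 at percentile 4.81 (random lists -0.97 to 0.87) and did not stand apart, though it did among members with at least 20 UMIs, at percentile 0.42. Its members ran from ELAC1 (-4.38; 3 and 510 UMIs; ratio 57.2 in favour of CAL51, interval 19.5 to 278) to MEX3C (-0.42; 30 and 125 UMIs, ratio 0.714, interval 0.462 to 1.07, not distinguishable at this depth). With a pseudocount of 0.1 CPM, SMAD4 (-5.93) was lower than ELAC1 (-5.60), and the counts do not order the ratios of these genes.

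**Figure D4:**
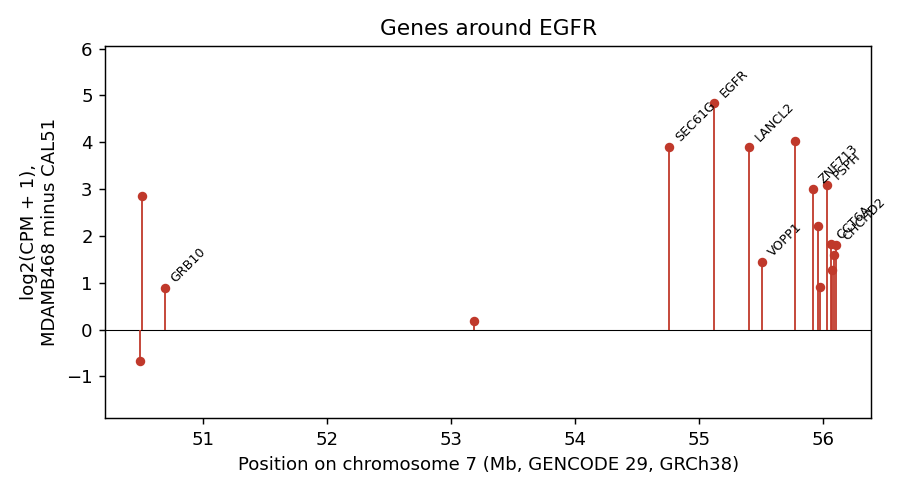
Log2 difference of CPM + 1, MDAMB468 minus CAL51, for genes with at least 50 UMIs in both lines together, placed at their midpoint on chromosome 7 in GRCh38 (GENCODE 29) in Mb. EGFR stands at 4.84, and the genes from SEC61G to CHCHD2 are all above 0, as are DDC (2.84), GRB10 (0.89) and HAUS6P1 (0.19) on the left, where FIGNL1 stands at -0.68.

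Cell cycle phases called on barcodes thinned to 1000 UMIs differed in G1. In MDAMB468, 78 of 306 barcodes were called G1 (25.5%, interval 20.7% to 30.8%), 72 S (23.5%, interval 18.9% to 28.7%) and 156 G2M (51.0%, interval 45.2% to 56.7%). In CAL51, 195 of 1377 were called G1 (14.2%, interval 12.4% to 16.1%), 404 S (29.3%, interval 26.9% to 31.8%) and 778 G2M (56.5%, interval 53.8% to 59.1%). In this setting the intervals for S and for G2M overlapped between the lines. Those for G2M did not overlap without shared and satellite barcodes (45.9%, interval 39.5% to 52.4%, in MDAMB468 and 57.9%, interval 55.2% to 60.5%, in CAL51), nor when each line was scored by itself (53.6%, interval 47.8% to 59.3%, and 62.7%, interval 60.1% to 65.3%). The calls moved most without thinning, to 15.4% G1 in MDAMB468 and 7.55% in CAL51. G1 was the more frequent in MDAMB468 in every setting run, but the size of the shares depended on the depth, RNA from other cells and the satellite barcodes enter the calls, and no cycling rate is read from them.

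At 1000 UMIs the median number of detected genes was 691 in MDAMB468 and 732 in CAL51. Thinning to 2000 UMIs gave 1174 and 1247, and no thinning gave 3249.5 and 3234, or 4261.5 and 3279 when shared and satellite barcodes were left out as well. Among the genes fixed in advance, the Fano factor of KRT18 was 1.01 in MDAMB468 (mean 0.601 UMIs) and 2.24 in CAL51 (mean 1.45), and that of EPCAM was 0.925 (mean 1.08) and 1.46 (mean 0.34). For VIM it was 1.41 in both lines at means of 0.34 and 0.336, but without shared and satellite barcodes it was 1.69 in MDAMB468 (mean 0.277) and 1.42 in CAL51 (mean 0.338).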

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

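The tests of chance, of separate cells on beads with the same barcode, of carry-over alone, of equal carry-over in both directions, of chance neighbours and of a separate cell state were chosen after the barcode patterns had been seen, while the matches of a barcode to its own partner or neighbour had a stated prediction before they were run.

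The barcode sequences themselves are outside every comparison of the lines, and 31 of them occurred in both libraries. Random barcodes of the same base composition shared a mean of 0.026 sequences and at most 2 in 1000 draws, which argues against chance. Of the 35 MDAMB468 barcodes with at least 40000 UMIs, 31 had a CAL51-labelled copy. The copies were small, with a median of 6.33% of the UMIs of their partner. Since no deposited barcode had fewer than 2501 UMIs, copies of shallower barcodes would not be seen, and the data do not show whether the sharing was limited to deep ones. Genes specific to MDAMB468 were chosen by at least 200 CPM in the partners and under 4 CPM in the other CAL51 barcodes. Over 14 such genes, the copies, which had no part in the choice, stood at a median of 78.5% of the CPM of their partners. This argues against separate CAL51 cells on beads that happened to carry the same barcode. The other CAL51 barcodes stood at 0.028%, a level kept low by the choice of genes. All 31 copies matched their own partner better than any other of the 35 deep MDAMB468 barcodes, where chance gives 0.886 such matches. A candidate explanation is therefore that molecules from MDAMB468 beads were counted in the CAL51 library.

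Carry-over of MDAMB468 molecules and nothing else is argued against by CAL51 RNA in the same copies. Over 26 genes specific to CAL51, the copies stood at a median of 24.96% of the level of other CAL51 barcodes (10.9% to 84.3% over the genes). The MDAMB468 partners stood at 0.0925%. These genes were chosen by at least 200 CPM in the other CAL51 barcodes and under 4 CPM in the partners, which keeps the level of the partners low. The copies had no part in the choice. GSTP1 stood at 2292 CPM in the copies, 1.38 in the partners and 5263 in the other CAL51 barcodes. Equal carry-over in both directions is argued against as well, since 0 of the 41 CAL51 barcodes with at least 40000 UMIs were found in the MDAMB468 library, although the lowest deposited total was only 2.20% of the deepest CAL51 barcode. What stays open is the step at which the molecules moved: amplification, pooling and demultiplexing were not tested, and neither was the joining of MDAMB468 barcodes to CAL51 transcripts. No biological explanation was tested, and a shared origin of cells is not offered by the design.

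Within the libraries, 64 MDAMB468 barcodes and 7 CAL51 barcodes differed by 1 base from a barcode of the same line with at least 5 times their UMIs. Simulated barcodes gave a mean of 0.34 such cases over both libraries, which argues against chance neighbours. The 64 satellites of MDAMB468 surrounded 16 deeper barcodes with 33764 to 134213 UMIs, and had a median of 3.08% of the UMIs of their neighbour. Their own neighbour was the best match among the deep barcodes and satellite neighbours of the line for 69 of the 71 satellites (63 of 64 among 36 candidates in MDAMB468 and 6 of 7 among 42 in CAL51). Misread or miswritten barcodes of one bead are a candidate source of these satellites. The differing base was the first of the 12 in 17 of the 64 MDAMB468 satellites and the last in 1, so among these satellites the error was not centred on the last base. Sets of barcodes alike but for the last base, with every possible last base present, numbered 1 in MDAMB468 and 3 in CAL51. Members of such sets with similar depth fall outside the satellite rule. Which step made the satellites was not tested. A source in the cells is not offered by the design and was not tested.

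The satellites also bear on the clusters. Cluster 1 looked like a distinct population of MDAMB468, but all 55 of its barcodes were satellites, which argues against a separate cell state of the line. Leaving out the satellites and the shared barcodes reduced the barcodes to 242 in MDAMB468 and 1339 in CAL51.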

How the results depend on the processing

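The settings that leave out shared or satellite barcodes, score the phases within each line or seek doublets in each line by itself were chosen after the data had been seen; the other settings had been listed before. No paired analysis was possible because each line has 1 library and no result comes from a test across samples.

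Leaving out shared and satellite barcodes raised the median depth of MDAMB468 from 10016.5 to 14828.5 UMIs, since satellites are shallow; the other medians of depth and of the mitochondrial share stayed within the interval of the main median. The share of CAL51 barcodes in clusters led by MDAMB468 rose from 0.0726% to 2.25% at resolution 0.2, to 2.25% with 10 principal components, to 2.25% without cell cycle, mitochondrial and ribosomal protein genes, and to 2.25% after thinning to 1000 UMIs. In each case cluster 6, made of shared barcodes, had joined an MDAMB468 cluster. At resolution 1 it stayed at 0.0726%, and MDAMB468 stayed at 0 of 306 in all settings.

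Phase calls depended on depth. Without thinning, MDAMB468 had 15.4% G1 and 64.7% G2M, and CAL51 had 7.55% G1, 26.9% S and 65.5% G2M. At 2000 UMIs MDAMB468 had 18.6% G1, and CAL51 had 8.79% G1, 32.0% S and 59.3% G2M. Scored within each line, MDAMB468 had 20.3% G1, and CAL51 had 11.4% G1, 25.9% S and 62.7% G2M. Without shared and satellite barcodes, S rose to 31.4% in MDAMB468 and G1 fell to 11.6% in CAL51. The cause of the last shifts was not tested. S, higher in CAL51 in the main setting, was higher in MDAMB468 there (31.4% against 30.5%) and when scored within each line (26.1% against 25.9%), so no order of the lines is read for S. The median number of detected genes follows the depth by construction, at 1174 (MDAMB468) and 1247 (CAL51) for 2000 UMIs and at 3249.5 and 3234 without thinning.

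List percentiles were run under the pseudocount of 10 CPM, TMM, members with at least 20 UMIs, the mean over single cells and the settings without doublet calls, cells that cluster with the other line, shared barcodes or satellites, and kept their side of the limits in these for 9 of the 11 lists. The G2 and M phase list passed the lower limit with a pseudocount of 10 CPM (percentile 2.41, from 3.47). The SMAD4 list passed it with the same pseudocount (percentile 1.19, from 4.81) and with members of at least 20 UMIs (percentile 0.42), a setting that leaves fewer genes; the cause was not tested further. The median of the basal and secretory keratinocyte list rose from 5.45 to 5.98 without shared barcodes and fell to 2.84 with a pseudocount of 10 CPM, always at percentile 100.

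Of 612 log2 differences of the 51 named genes over 12 alternatives, 488 stayed within counting error of the main value, 124 moved beyond it and 0 of the called differences changed sign. The 8 highest and 8 lowest genes were named only if their sign held in these settings, so none of them could reverse. The pseudocount moved most genes, 32 at 10 CPM and 24 at 0.1 CPM. TMM and median of ratios moved 12 each, the total without mitochondrial and ribosomal protein genes 14, the mean over single cells 16, and leaving out shared barcodes 7. VIM, which had no called direction, changed sign. The filters as planned and stricter, and the removal of doublet calls, changed no barcode, so they say nothing about stability. Their values, equal to the main ones, are counted among the 488.

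Depth limits the genes near 0. The 3-count floor of MDAMB468 is 3 UMIs in 5501900, and fold bounds for its absent genes cannot exceed what the CAL51 count over that floor gives.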

Other observations

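The tests of the neighbours of EGFR and RB1, the scan along the chromosomes and the comparison of pseudogene shares were chosen after the differences had been seen, while the test of the SMAD4 neighbours was not; the neighbour lists themselves had been fixed before.

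EGFR was higher in MDAMB468, and a gain of the surrounding 7p11 region would raise its neighbours too. The median log2 difference of the 12 neighbours, which do not include EGFR, was 1.81, at percentile 100 of matched random lists, so the neighbours are consistent with a regional gain. RB1 was lower in MDAMB468, and without RB1 its 6 detected neighbours had a median of -1.94, at percentile 0, consistent with a regional loss at 13q14. Reads shared with pseudogenes were not tested for these genes, and DNA copy number was not analysed here, so both stay hypotheses. SMAD4 gave no such answer. Its 4 neighbours without SMAD4 had a median of -0.61 at percentile 9.18. ELAC1, which lies beside SMAD4, had 3 UMIs in MDAMB468 against 510 in CAL51, and ME2 had 289 against 1507 (52.5 against 92.1 CPM), whereas MEX3C (30 against 125) was not distinguishable at this depth and MRO had 0 against 1. A loss limited to SMAD4 and ELAC1 and a wider loss at 18q21 cannot be told apart with 4 genes.

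A scan of 12076 windows of 25 consecutive genes (12628 genes with at least 50 UMIs) asked whether differences run together along chromosomes. The genes that bound the windows are named only after their values were seen. Among the highest windows were those on chromosome 19 from ZNF675 to CEBPG (23525631 to 33382686, median log2 difference 1.82), on chromosome 7 from SNHG15 to PHKG1, which holds EGFR (1.59, 21 of 25 genes higher in MDAMB468), and on chromosome 11 from RCN1 to FJX1, which holds CD44 (1.37, all 25 higher). The lowest lay on chromosome X from ARMCX4 to RAB9B (101418287 to 103832228, -3.11), which holds BEX3 and TCEAL9, and on chromosome 7 from CCDC126 to HOXA13 (23597379 to 27200106, -2.42). Of 1000 shuffled gene orders, 0 gave a window as high as the highest (most extreme 1.50) and 0 gave one as low as the lowest (most extreme -2.04), which argues against a chance order of genes for both ends. Gains or losses of DNA are one candidate explanation and joint regulation of neighbouring family members is another; no test here separates them, and the windows below the most extreme shuffled value in size, such as that on chromosome 11, were not excluded as chance.

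UMIs on processed pseudogenes made up 1.92% of the MDAMB468 library and 0.953% of the CAL51 library. RPL10P9, picked after its values were seen, had 9590 UMIs in MDAMB468 and 91 in CAL51. If the line itself set this share, the CAL51-labelled copies of MDAMB468 barcodes, by their mix of RNA, would be near 1.79%. They stood at 0.271% (interval 0.244% to 0.301%), below their partners at 2.01% and below the other CAL51 barcodes at 0.958%. The satellites of MDAMB468, which belong to the same library as their neighbours, were also low at 0.639%; why either class was low was not tested. A property of the line and a property of the library or its processing, such as the assignment of reads between RPL10 and its pseudogenes, cannot be told apart, because each line has 1 library and the copies fall below both lines. Depth alone did not account for the difference between the lines, since barcodes under 5000 UMIs, without satellites, stood at 1.54% in MDAMB468 and 0.892% in CAL51.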
